# ALDH1A3-regulated long non-coding RNA NRAD1 is a potential novel target for triple-negative breast tumors and cancer stem cells

**DOI:** 10.1038/s41418-019-0362-1

**Published:** 2019-06-13

**Authors:** Dejan Vidovic, Thomas T. Huynh, Prathyusha Konda, Cheryl Dean, Brianne M. Cruickshank, Mohammad Sultan, Krysta M. Coyle, Shashi Gujar, Paola Marcato

**Keywords:** Cancer stem cells, Epigenetics

## Abstract

To discover novel therapeutic targets for triple-negative breast cancer (TNBC) and cancer stem cells (CSCs), we screened long non-coding RNAs (lncRNAs) most enriched in TNBCs for high expression in CSCs defined by high Aldefluor activity and associated with worse patient outcomes. This led to the identification of non-coding RNA in the aldehyde dehydrogenase 1 A pathway (NRAD1), also known as LINC00284. Targeting NRAD1 in TNBC tumors using antisense oligonucleotides reduced cell survival, tumor growth, and the number of cells with CSC characteristics. Expression of NRAD1 is regulated by an enzyme that causes Aldefluor activity in CSCs, aldehyde dehydrogenase 1A3 (ALDH1A3) and its product retinoic acid. Cellular fractionation revealed that NRAD1 is primarily nuclear localized, which suggested a potential function in gene regulation. This was confirmed by transcriptome profiling and chromatin isolation by RNA purification, followed by sequencing (ChIRP-seq), which demonstrated that NRAD1 has enriched chromatin interactions among the genes it regulates. Gene Ontology enrichment analysis revealed that NRAD1 regulates expression of genes involved in differentiation and catabolic processes. NRAD1 also contributes to gene expression changes induced by ALDH1A3; thereby, the induction of NRAD1 is a novel mechanism through which ALDH1A3 regulates gene expression. Together, these data identify lncRNA NRAD1 as a downstream effector of ALDH1A3, and a target for TNBCs and CSCs, with functions in cell survival and regulation of gene expression.

## Introduction

Triple-negative breast cancers (TNBCs) represent 15–20% of breast tumors and are associated with worse outcomes [1, 2]. This is in part due to the reliance on chemotherapies to treat these tumors, since they lack hormone receptors and are refractory to hormone receptor antagonists. Transcriptome profiling identifies five major subtypes in breast cancer; luminal A, luminal B, HER2 overexpressing, basal-like, and claudin-low. The majority of TNBCs are basal-like (60–85%). In comparison to other subtypes, TNBC/basal-like breast cancers have higher percentages of cancer stem cells (CSCs) [3–9], which may contribute to the aggressiveness associated with the subtype. CSCs are the most tumorigenic cells in tumors, have stem-like qualities and are commonly defined by increased aldehyde dehydrogenase (ALDH) activity [10]. Most concerning in terms of mitigating the risk of recurrence, is the resistance of CSCs to chemotherapies, radiotherapy, and possibly immunotherapies [11–14]. Given the high abundance of CSCs within TNBC/basal-like breast cancer [3–9], novel therapies that also target CSCs may better reduce the risk of relapse and improve patient outcomes.

CSC-associated enzymes (e.g., ALDHs) and signaling pathways (e.g., Notch, Wnt, and Hedgehog) are also mediators of tumorigenicity, metastasis, and therapy resistance, and may provide avenues for therapeutic intervention [13]. In addition to these protein-coding gene targets, it may also be possible to inhibit CSCs via targeting non-protein-coding gene products. Increasing evidence is demonstrating the function of long non-coding RNA (lncRNAs) in cancer development [15], metastasis [16], and drug resistance [17]. LncRNAs are defined as non-protein-coding transcripts greater than 200 nucleotides. Over 20,000 lncRNAs have been identified in the human genome, but the functions of only hundreds are known, providing a large pool of potential novel therapeutic targets for discovery. In terms of function, characterized lncRNAs act as enhancers of transcription, decoys for transcription factors, guides and recruiters of chromatin-modifying complexes and transcription factors, scaffolds for molecular interactions, or competitive endogenous RNAs (ceRNAs) that bind and sequester (‘sponge’) miRNAs [18]. They are also attractive therapeutic targets because they exhibit polarized tissue-specific expression patterns and tend to be selectively expressed in certain cancers.

The preclinical evidence regarding lncRNA antagonists for the treatment of cancer is promising. Pharmacological inhibition of cancer-specific lncRNAs in vivo (with modified antisense oligonucleotides termed GapmeRs [19]) inhibited tumor growth and metastasis, and sensitized tumors to other therapies [16, 17]. In terms of CSC-specific lncRNAs, only a handful have been found to be more abundant in putative CSC populations and increase stemness features [20]. For TNBC, recent analysis of patient tumor RNAseq data, available from The Cancer Genome Atlas (TGGA), revealed over 50 lncRNAs that are highly enriched in TNBCs/basal-like breast cancers [21]. Among these TNBC/basal-like enriched lncRNAs, LINP1 was identified as a regulator of DNA repair [21]. Aside from LINP1, most of the TNBC/basal-like enriched lncRNAs remain uncharacterized, and some could be functional and serve as novel TNBC targets. Importantly, accumulating evidence is illustrating that pharmacological inhibition of a CSC/TNBC-specific lncRNA may be an effective therapeutic strategy, especially considering recent FDA approval of antisense oligonucleotide-based therapies for the treatment of neurodegenerative disorders [22].

With the goal of identifying a novel oncogenic lncRNA that could be targeted with antisense oligonucleotides to treat TNBCs and kill CSCs within these tumors, we screened for lncRNAs that are enriched in TNBCs and CSCs and are associated with poor patient outcomes. This led to the identification of a previously uncharacterized lncRNA, LINC00284, which hence forth shall be referred to as non-coding RNA in the aldehyde dehydrogenase 1 A pathway (NRAD1). Targeting NRAD1 with antisense oligonucleotides decreased cell viability and reduced tumor growth of TNBC cells lines in a patient-derived xenograft (PDX). Ex vivo analysis of the residual PDX tumors post-treatment revealed fewer live cancer cells with reduced mammosphere formation potential. These results are consistent with gene expression analyses, where NRAD1 upregulates genes involved in catabolism and survival, and downregulates genes involved in differentiation. Functional analyses revealed that NRAD1 is nuclear localized with genome-wide chromatin interactions enriched among the genes it regulates. Finally, NRAD1 is a novel downstream target of aldehyde dehydrogenase 1A3 (ALDH1A3) and the first lncRNA described to contribute to gene expression changes induced by this CSC marker and mediator of tumor progression [23–31]. Together, these data identify the lncRNA NRAD1 as a novel oncogenic effector that is targetable with antisense oligonucleotides in the treatment of TNBC and reduction of cells with CSC characteristics.

## Methods and materials

### Cell lines, cell culture, and the patient-derived xenograft

All cell lines were obtained from the American Type Culture Collection (ATCC), with the exception of SUM149 cells that were obtained from BioIVT (previously Asterand), were cultured as per the supplier’s recommendations. The TNBC patient-derived xenograft (PDX) 7482 was obtained as a low-passage cryopreserved tumor piece from Dr. Michael Lewis (Baylor College of Medicine). Prior to experimentation, the cryopreserved PDX tumor pieces were revived and surgically implanted in the mammary fat pad of a NOD/SCID female mouse for expansion for 5 weeks. PDX 7482 originated from a grade 3, stage 2 primary tumor, breast carcinoma [32]. For retinoic acid treatment, cell lines were treated with 100 nM all-trans retinoic acid (ATRA; Sigma–Aldrich) for 24 h, and then collected for quantitative polymerase chain reaction (QPCR) analysis as described below.

### Quantitative PCR

For all QPCR analyses, cells were collected in TRIzol and RNA purified using a PureLink RNA kit (Invitrogen Thermo Fisher Scientific) following the manufacturer’s instructions. RNA was reverse transcribed with the iScript cDNA Synthesis Kit (Bio-Rad) as per manufacturer’s instructions. QPCR was performed using SsoAdvanced Universal SYBR Supermix (Bio-Rad) and gene-specific primers (primer sequences are listed in Supplemental Table 1) as per manufacturer’s recommended protocol using a CFX96 Touch RealTime PCR Detection System (Bio-Rad). Standard curves were generated for each primer pair, and primer efficiencies were incorporated into the CFX Manager software (Bio-Rad). Gene expression of all samples was calculated relative to reference genes (GAPDH, B2M, PUM1, ARF1, or RPL13A).

### ALDH1A3 knockdown and overexpression

All stably transfected cell lines were cultured with 0.25 µg/mL puromycin (Sigma–Aldrich). SUM149 and MDA-MB-468 ALDH1A3 knockdown clones were generated previously using retroviral pSMP-shRNA vectors (shRNA1, shRNA2) [27]. ALDH1A3-overexpressing MCF7 cells were generated using pMSCVpuro-ALDH1A3 retroviral vector as previously described [27]. Knockdown or overexpression of ALDH1A3 was confirmed by QPCR and western blotting (anti-ALDH1A3, Origene, clone 4E8).

### Knockdown of NRAD1 with GapmeRs and cell viability, apoptosis, and mammosphere formation assays

Transient in vitro knockdown of NRAD1 in MDA-MB-468, SUM149, or MCF7 cells was achieved using 15 nM screening-grade modified antisense oligonucleotide GapmeRs, (Qiagen, formerly Exiqon, sequences listed in Supplemental Table 1) admixed with TransIT-BrCa (MS Biolynx) as per the manufacturer’s instructions. Knockdown of NRAD1was confirmed via QPCR, at 48 h post transfection. Knockdown of NRAD1 was maintained in culture by repeated treatments every 48 h. Effects on cell viability and apoptosis were measured by cell counting via trypan blue exclusion or flow cytometry analysis of annexin-V conjugated to Alexa-Fluor 488 (Invitrogen Thermo Fisher Scientific) and **7**-aminoactinomycin D (7AAD, Biolegend) using a FACSCalibur (BD BioSciences) and FCSExpress 4 RE analysis software (De Novo Software).

Alternatively, to assess effects of knockdown on mammosphere formation potential, 4 × 10^3^ SUM149 cells or 5 × 10^3^ cells from PDX 7482 (obtained from a tumor piece which had been expanded in a NOD/SCID mouse, harvested, collagenase treated, strained, red blood cell lysed, washed, and counted) were seeded in complete MammoCult media (Stemcell Technologies) in technical triplicate replicates in 24-well ultra-low-adherence plates (Corning) [33]. Two hours post-seeding, cells were treated with 15 nM GapmeRs, as described above, to transiently knockdown NRAD1. All resulting spheres greater than 50 μm [34, 35] (defined using the integrated software of a Motic (AE31E) microscope), were manually counted one week later (SUM149 cells) or 3 weeks later (PDX 7482 cells). Additionally, after the in vivo PDX 7482 GapmeRs treatment assay described below (Animal Studies subsection), the residual PDX 7482 tumors were harvested from the mice and were processed as described above to generate single-cell suspensions. Equal numbers of live 5 × 10^3^ PDX 7482 dissociated cells from each of the GapmeR-treated tumors were seeded in the low-adherence plates in complete MammoCult media and were not treated with GapmeRs.

### Aldefluor sorting

Cell analysis and isolation of distinct cell populations using a FACSAria (BD Pharmingen) based on Aldefluor activity (Aldefluor assay kit, StemCell Technologies) was performed as per the manufacturer’s instructions and as previously described [36, 37]. To remove dead cells from the sorted populations, the cells were stained with 7-AAD. Additionally, for sorting the dissociated cells of PDX 7482 tumors, the cells were also stained with allophycocyanin (APC) conjugated anti-H2Kd antibody (Biolegend) to remove mouse cells. Diethylaminobenzaldehyde (DEAB) was added to a sample to verify that an Aldefluor^high^ population of cells had been identified. The resulting sorted Aldefluor^low^ and Aldefluor^high^ cell populations were used in the tumor growth assays described below or for RNA extraction and QPCR analysis as described above.

### Animal studies

All animal studies detailed in this manuscript have been conducted in accordance with the Declaration of Helsinki and the Canadian Council on Animal Care (CCAC) standards. For tumor growth assays of FACS-isolated Aldefluor^high^ and Aldefluor^low^ cells, 5000 or 50,000 cells admixed 1:1 with Matrigel-HC were injected into the fourth inguinal mammary fat pads (left: Aldefluor^high^, right: Aldefluor^low^) of 8-week-old NOD/SCID female mice. Tumor volume was measured with calipers (length∗width∗height/2).

For the NRAD1-targeting studies, in vivo-ready GapmeR#4 or control GapmeR (Exiqon, now under Qiagen) were used. Eight-week-old NOD/SCID female mice were injected with 2 × 10^6^ MDA-MB-468 or SUM149 cells admixed 1:1 with Matrigel-HC (BD BioScience) into the right fourth inguinal mammary fat pad. Once palpable tumors formed, the mice were treated subcutaneously (as per Exiqon in vivo guidelines to maximize distribution in mouse tissues) with 15 mg kg^−1^ control GapmeR or GapmeR#4 twice per week.

For PDX 7482, a low-passage (passage 5) cryopreserved tumor piece (~2 mm^3^) was revived from liquid nitrogen storage and surgically implanted into the mammary fat pad of a female NOD/SCID mouse for expansion. Five weeks later, the expanded tumor (passage 6) was aseptically removed from the euthanized mouse and divided into equally sized tumor pieces (~2 mm^3^) and surgically implanted into the second thoracic mammary fat pad of 8-week-old NOD/SCID female mice. The tumors became palpable two weeks post-surgical implantation and the mice were randomized into treatment groups. Treatment with GapmeRs commenced on day 14 post-surgical implantation of PDX 7482 (passage 6).

### Patient data analyses

LncRNA expression and associated patient survival data were extracted from multiple sources (KMPlotter breast cancer database [38], cBioportal (TCGA Cell 2015) [39–41], and TANRIC online software [42]). RNA-seq data of ALDH1A3 in the TCGA Cell 2015 database was retrieved using cBioportal online software [39–41]. RNA-seq data of NRAD1 (LINC00284), ALDH1A3, or LINC00162 (PICSAR) in the CCLE database was retrieved using the CCLE Broad Institute portal (portals.broadinstitute.org/ccle). GO term analysis was performed using Gene Set Enrichment Analysis software (GSEA) [43].

### Microarray analyses

For microarray analyses, MDA-MB-468 cells were treated with either control GapmeR or GapmeR#4 for 48 h and total RNA purified as described above, and shipped to The Centre for Applied Genomics (TCAG, The Hospital for Sick Kids, Toronto, Canada) for Affymetrix Human Gene 2.0 ST microarray platform analysis. The data were processed with the Transcriptome Analysis Console (Affymetrix) to reveal differential gene expression (GSE118710). In the case of control shRNA vs shRNA1 ALDH1A3 MDA-MB-468 cells, we utilized our previously generated Affymetrix Human Gene 2.0 ST microarray data (GSE103427) [26].

### Chromatin Isolation by RNA purification sequencing

ChIRP-seq (chromatin isolation by RNA purification sequencing) experiments were performed as previously described by Chu et al. [44]. Briefly, tiling antisense oligo probes spanning the NRAD1 sequence were generated using the Stellaris FISH Probe Designer (https://www.biosearchtech.com/support/tools/design-software/stellaris-probe-designer) and HPLC-purified probes were purchased from Bio-Synthesis. MDA-MB-468 cells were cross-linked, lysed and sonicated, and incubated with odd or even probesets, and NRAD1-bound chromatin was retrieved. The purified DNA fragments were sequenced by the TCAG using high throughput next generation sequencing (Illumina HiSeq 2000), with read lengths of ~130 bp. Raw reads were uniquely mapped onto the human reference genome (hg38 assembly) using STAR [45]. Peaks were called using MACS 2.0 [46] and shifted bedgraphs were generated. Reads were screened against the blacklist regions (collection of signal artifacts) in the human genome and overlapping reads were removed. The reads were normalized by finding concordance between even and odd probe lane sequences. For this, a consensus track was generated by taking the lower value of the two at each coordinate. Per base coverage was normalized to a total of 150 M mappable reads. The consensus track was assumed as the true coverage for every coordinate, i.e., true coverage = min (even coverage, odd coverage). A SAM file was generated based on this combined lane. Peaks were called from the SAM file using MACS against the corresponding input with a p-value cutoff of 1 × 10^−5^. Peaks were filtered based on the window size of peak (peak summit), peak length, fold enrichment against input lane >2, average coverage >1.5, and pearson correlation >0.3. Sequences of the top 204 true peaks (ranked by fold enrichment) which were among the NRAD1-regulated genes, were extracted and motifs were analyzed using MEME [47].

### Statistical analyses

All statistical analyses were performed in GraphPad Prism 7. In all cases where two samples were compared, a student’s *t*-test was performed. When three or more samples were compared, a one-way ANOVA with Dunnett’s post-test was performed. Significance is listed as follows: * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001, **** = *p* < 0.0001).

## Results

### NRAD1 is enriched in TNBC/basal-like breast cancers and CSC populations, and is associated with poorer survival in basal-like breast cancers

To generate a shortlist of candidate lncRNAs that could serve as novel functional targets for TNBCs and the CSCs within these tumors, we identified lncRNAs that fulfilled the following prioritization strategy: (1) highly expressed in TNBC/basal-like patient tumors, (2) enriched in breast CSC populations, and (3) associated with worse patient outcomes. For fulfillment of the first criteria, 50 of the most highly enriched lncRNAs in TNBC/basal-like breast cancer patient tumors had already been identified by analysis of the RNAseq data from TCGA breast cancer patient tumor dataset (Supplemental File 1) [21].

Next, we assessed whether any of these TNBC/basal-like enriched lncRNAs were also enriched in the CSCs of TNBCs. For this purpose we utilized two TNBC/basal-like models, PDX 7482 and SUM149 cells, and the Aldefluor assay to identify CSCs among these models [10]. Aldefluor^high^ (ALDE+) and Aldefluor^low^ (ALDE−) cells in the two TNBC models were identified (Fig. 1a). Consistent with the isolation of breast CSCs, the ALDE+ had higher ALDH1A3 levels (Fig. 1b) [36] and greater tumor growth capacity (Fig. 1c) [10]. Having confirmed isolation of cells bearing CSC characteristics, we assessed expression of the 50 TNBC/basal-like enriched lncRNAs (Supplemental File 1) among the sorted tumor samples. Of the 36 lncRNAs we could detect by QPCR (Fig. 1d), 10 lncRNAs were enriched >2-fold (i.e., log_2_ > 1) in the Aldefluor^high^ populations across both TNBC models (Fig. 1e) and were therefore of interest for further analysis.

**Fig. 1:**
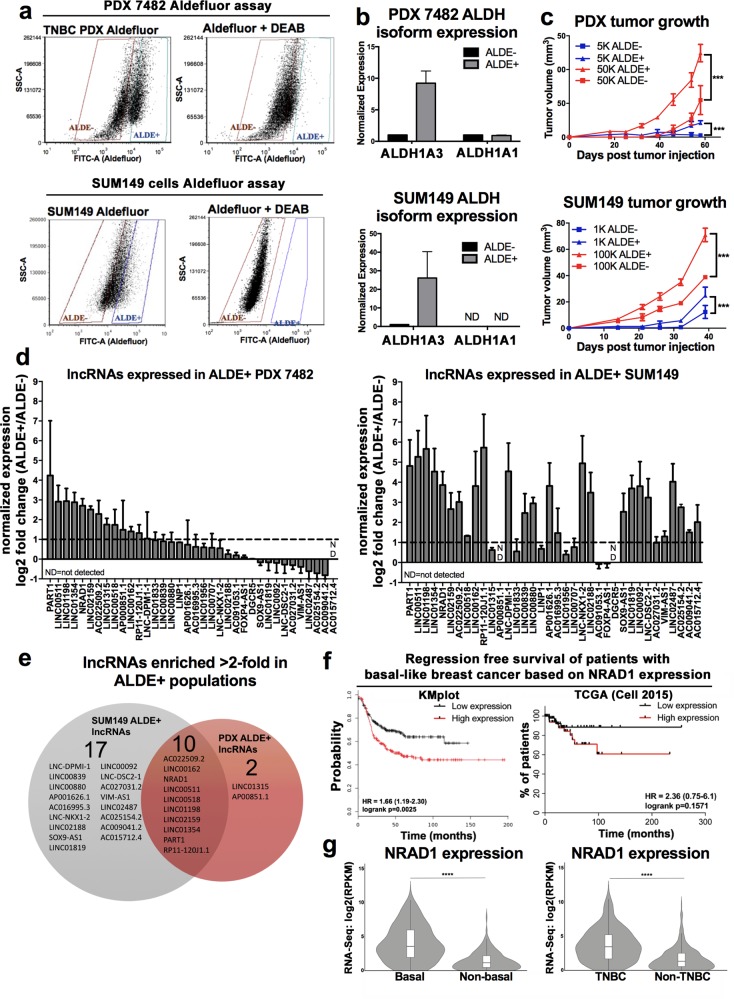
Among TNBC/basal-like enriched-lncRNAs, 10 are enriched in tumorigenic Aldefluor^high^ cells and NRAD1 is also associated with poorer survival in basal-like breast cancers. **a** Aldefluor^high^ (ALDE+) and Aldefluor^low^ (ALDE−) cell populations isolated from PDX 7482 (top) and SUM149 (bottom). The inclusion of a DEAB-treated control confirms that Aldefluor^high^ cells were correctly identified. **b** Transcript levels of ALDH1As in Aldefluor^high^ versus Aldefluor^low^ PDX 7482 or SUM149 cells. **c** Aldefluor^high^ or Aldefluor^low^ sorted populations of TNBC PDX 7482 (top) are assessed for tumor growth potential in mice (*n* = 6 per group for SUM149, *n* = 3 per group for PDX 7482). Error bars represent standard error. **d** Transcript levels of lncRNAs in Aldefluor^high^ versus Aldefluor^low^ PDX7482 cells or SUM149 cells detected by QPCR. The data are normalized to reference genes PUM1 and ARF1 and the log2 fold change over the Aldefluor^low^ mRNA levels (log2 = 0). Error bars represent standard error. **e** A venn diagram shows the number of lncRNAs that were expressed at least 2-fold more (log2 ≥ 1) in Aldefluor^high^ versus Aldefluor^low^ PDX 7482 or SUM149 cells, and commonly in both TNBC models. **f** Regression-free survival in 360 basal-like breast cancer patients based on median expression of NRAD1 was analyzed using KMPlotter [38] (left), and in 106 basal-like breast cancer patients based on median expression of NRAD1 was analyzed using by extracting survival data from TCGA Cell 2015 dataset through cBioportal [39–41] (right). **g** Expression of NRAD1 in TNBC verus non-TNBC patient tumors, or basal-like versus non-basal-like tumors in the TCGA Cell 2015 dataset

We compared expression of the 10 TNBC/basal-like/CSC-enriched lncRNAs for correlation with regression-free survival among patients with basal-like breast cancer in multiple breast cancer patient datasets accessed by different portals; KM-plotter [48] (Supplemental Fig. 1, gene array data), cbioportal [40, 41] (Supplemental Fig. 2, TCGA Cell 2015 [39], RNAseq data), and TANRIC [42] (TCGA-BRCA, RNAseq data), and summarized the results of these analyses in Supplemental Table 2. Overall, high expression of NRAD1 (LINC00284) was most consistently associated with decreased survival, although high levels of PART1 and LINC00518 also exhibited some correlations with worse survival (Supplemental Table 2, Fig. 1f). Since genes with oncogenic function are often highly expressed in the tumors of patients with poor outcomes, this is consistent with these lncRNAs possibly having oncogenic function. Among these lncRNAs, NRAD1 best fulfills our criteria for prioritization for functional analysis; a lncRNA that is enriched TNBC/basal-like tumors (Fig. 1g) and CSC populations (Fig. 1a–e) and associated with poor patient outcomes (Fig. 1f).

### NRAD1 confers a survival advantage to breast cancer cells

We first confirmed that NRAD1 is non-coding based on five metrics (Supplemental Table 3). Consistent with the breast cancer patient tumor data (Fig. 1g), NRAD1 is predominately expressed in basal-like breast cancer cell lines (e.g., SUM149 and MDA-MB-468) and is lowly expressed in cell lines of other subtypes (e.g., ER^+^ MCF7 cells, Supplemental Fig. 4), and normal tissues (Supplemental Fig. 5). Although NRAD1 expression was the highest in the TNBC HCC1599 cell line, we did not use this model because the cells grow as aggregates in suspension, making quantification of growth changes difficult, and our attempts to establish tumors in NOD/SCID mice with this cell line failed. Therefore, for functional assessment of NRAD1, we chose two other TNBC basal-like cell lines which form tumors in mice, grow easily in cell culture, and are well-studied (i.e., SUM149 and MDA-MB-468 cells). We also included the ER + MCF7 cells (which have the highest NRAD1 expression among assessed ER+ cell lines) in our functional analysis to serve as an ER+ cell line model, which may reveal if NRAD1 function is limited to TNBC. We transiently knocked down expression of NRAD1 in the cell lines using locked nucleic acid (LNA) GapmeRs, which are antisense oligonucleotides (Fig. 2a). The decrease in NRAD1 levels following knockdown was associated with decreased cell viability (Fig. 2b) and increased apoptosis (Fig. 2c, d). The results with MCF7 cells suggest that growth inhibition from reducing NRAD1 is not exclusive to TN basal-like breast cancers; however, based on the apoptosis results (Fig. 2c), targeting the lncRNA seems less effective in the ER + MCF7 cells with lower levels of NRAD1 expression (Supplemental Fig. 4).

**Fig. 2:**
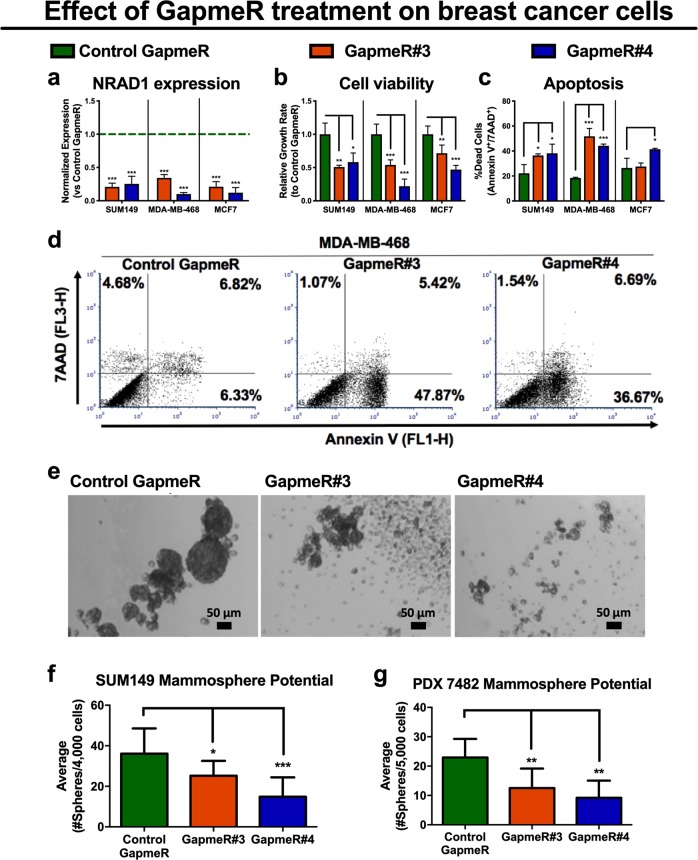
Antisense oligonucelotide targeting of NRAD1 cell viability and the number of cells with mammosphere formation potential. **a** QPCR analysis of NRAD1 expression following knockdown in SUM149, MDA-MB-468, and MCF7 cells treated with NRAD1-specific GapmeRs (#3 or #4) or negative control GapmeR (*n* = 4). Expression is shown normalized to reference genes B2M and GAPDH and relative to the negative control GapmeR-treated sample (set at 1). **b** The effect of NRAD1 knockdown via two different specific GapmeRs versus the control GapmeR was quantified by counting the relative number of viable cells after treatment with GapmeRs, using a trypan blue exclusion assay (*n* = 4). **c** Representative flow cytometry dot plots of MDA-MB-468 cells stained with 7-AAD and annexin V-488 treated with either negative control GapmeR or NRAD1-specific GapmeR#3 or #4. **d** The average percentage of flow cytometry quantified apoptotic SUM149, MDA-MB-468, and MCF7 cells (annexin V and 7-ADD positive cells, *n* = 4). Significance was determined using a one-way ANOVA with Dunnett’s post-test. Error bars represent standard deviation. **e **Representative of images of spheroids that formed after SUM149 cells were seeded in ultra-low nonadherent plates in Mammocult media and treated with either negative control GapmeR or NRAD1-specific GapmeR#3 or #4. Scale bars = 50 μm. **f, g** The average number of resulting spheroids SUM149 cells (**f**, *n* = 6) or PDX 7482 (**g**, *n* = 5) under indicated GapmeR treatment conditions (spheroids greater than 50 μm in size were counted). Significance was determined using one-way ANOVA with Dunnett’s post-test. Error bars represent standard deviation

We assessed whether the decrease in general cell survival following NRAD1 knockdown extended to spheroid-forming cells (i.e., an in vitro readout of stemness and tumorigenicity [49, 50]). Transient NRAD1 knockdown achieved with anti-NRAD1-specific GapmeRs decreased spheroid-forming potential of both SUM149 cells (Fig. 2e, f) and in primary cells from PDX 7482 tumors (Fig. 2g). Together, these data suggest that NRAD1 inhibition is detrimental to both cancer cells and stem-like cells with spheroid-forming potential. Furthermore, given the low abundance of NRAD1 in normal tissues (Supplemental Fig. 5), targeting oncogenic NRAD1 for the treatment of TNBC and reduction of CSCs may be a therapeutically viable strategy.

### Therapeutic inhibition of NRAD1 reduces TNBC tumor growth and sphere forming potential of residual tumor cells post-treatment

To assess the therapeutic potential of targeting NRAD1, we treated NOD/SCID mice bearing palpable MDA-MB-468, SUM149, or PDX 7482 tumors with control GapmeR or NRAD1-targeting GapmeR #4 after the tumors were established. We chose GapmeR#4 over GapmeR#3 since overall it gave the better NRAD1 knockdown and resulted in more significant effects on growth reduction and apoptosis induction (Fig. 2). Anti-NRAD1 GapmeR treatment significantly reduced the rate of tumor growth in all three TNBC models (Fig. 3a–c). We then assessed the composition of the residual PDX 7482 tumors post-treatment. The smaller anti-NRAD1-treated tumors possessed more dead tumor cells (Fig. 3d), consistent with the observed effect on apoptosis when NRAD1 is silenced in vitro (Fig. 2c, d). The remaining live tumor cells exhibited an insignificant reduction in Aldefluor activity (Fig. 3e, f) and a significant reduction in spheroid-forming potential (Fig. 3g). Together, these data demonstrate that targeting NRAD1 reduced the tumor growth of established TNBC tumors, and the number of cells with CSC-like characteristics within these tumors.

**Fig. 3:**
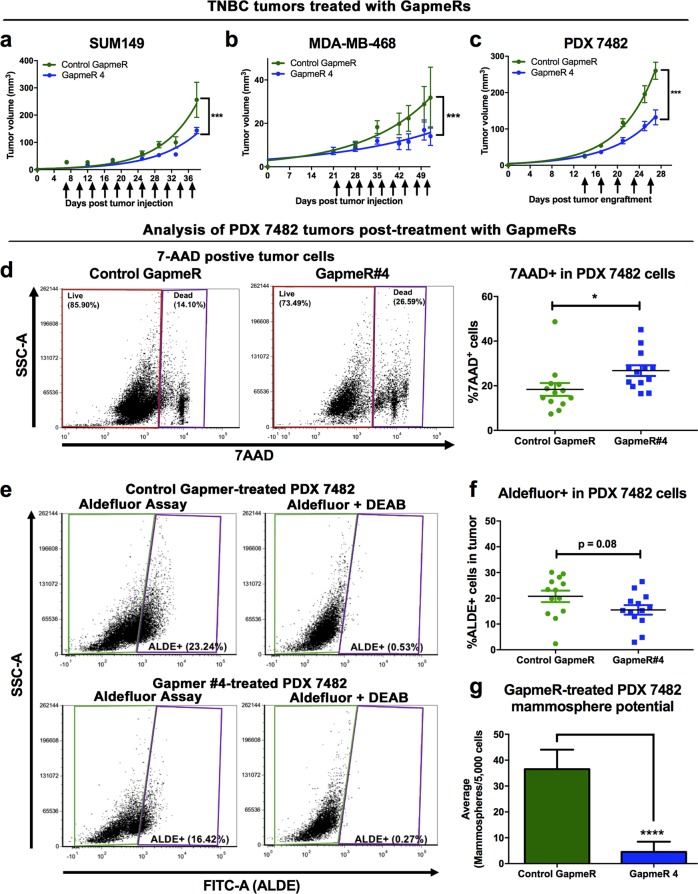
Therapeutic inhibition of NRAD1 reduces breast tumor growth and the remaining tumor cells have limited mammosphere formation potential and reduced Aldefluor activity. **a–c** Resulting tumor volumes of NOD/SCID mice orthotopically implanted with SUM149 cells (**a**, *n* = 6), MDA-MB-468 (**b**, *n* = 6) or 2 mm^3^ PDX 7482 tumor pieces (**c**, *n* = 13) in their mammary fat pads and once palpable tumors developed, treated with either negative control GapmeR or NRAD1-specific GapmeR#4. Arrows indicate when GapmeR treatment occurred. Tumor volume significance was modelled using exponential regression. **d–g** Analysis of post-treatment PDX 7482 tumors. Single-cell suspensions of the harvested tumors were generated and red blood cell lysed, and debris and mouse cells eliminated for FACS analysis. **d** The average number of dead 7-ADD positive cells (representative dot plots, left). **e, f** Of the live the cells (7-AAD negative), the average percentage of Aldefluor^high^ cells was determined (**e**, representative dot plots). **g** An equal number of live cells seeded for mammopshere formation. Significance was determined using student’s *t*-test. Error bars represent standard error

### NRAD1 is a novel downstream target of ALDH1A3 and retinoic acid

Given the co-expression of NRAD1 with CSC marker ALDH1A3 in the Aldefluor^high^ cells (Fig. 1) and the role of ALDH1A3 in gene expression regulation and tumor progression [27], we wondered if NRAD1 is regulated by ALDH1A3. We assessed expression of NRAD1, as well as the other 9 Aldefluor^high^-enriched lncRNAs (Fig. 1e) in SUM149 and MDA-MB-468 cells with or without ALDH1A3 knockdown (Fig. 4a). NRAD1 was unique among the 10 CSC-enriched lncRNAs in that only its expression was significantly downregulated by both ALDH1A3 shRNAs in SUM149 and MDA-MB-468 cells. This suggests that high levels of NRAD1 in Aldefluor^high^ cells may be ALDH1A3-dependent. In a confirmation assay, ALDH1A3 overexpression in MCF7 cells (which have low levels of ALDH1A3) [36], resulted in a corresponding increase in NRAD1 levels (Fig. 4b). Importantly, this association went beyond the three manipulated cell lines, as NRAD1 levels correlated with ALDH1A3 in breast cancer patient tumors (Fig. 4c) and in a panel of breast cancer cell lines (Fig. 4d). In addition to the regulation of NRAD1 by ALDH1A3, our analyses provided some evidence of potential regulation of LINC00162 by ALDH1A3 (i.e., knockdown of ALDH1A3 via shRNA1 reduced expression of LINC00162 in SUM149 cells, Fig. 4a). However, the less efficient ALDH1A3 knockdown (shRNA2) did not affect LINC00162 levels, and we failed to detect LINC00162 in MDA-MB-468 cells with high levels of ALDH1A3 (Fig. 4a). In breast cancer patient tumor samples and in a panel of cell lines, LINC00162 levels did correlate with ALDH1A3 mRNA (Supplemental Fig. 6); however, to a decreased degree than NRAD1 (Fig. 4c, d). Together, these data identify NRAD1 as the first lncRNA actively regulated by a CSC marker (i.e., ALDH1A3), and intimately links NRAD1 with CSCs. To mechanistically investigate this relationship further, we treated a panel of breast cancer cell lines with the ALDH1A3 product all-trans retinoic acid (ATRA), a nuclear receptor ligand and gene expression induction molecule. This uniformly resulted in increased NRAD1 (Fig. 4e). These results demonstrate that NRAD1 is a novel downstream target of CSC marker ALDH1A3 and the RA signaling pathway.

**Fig. 4:**
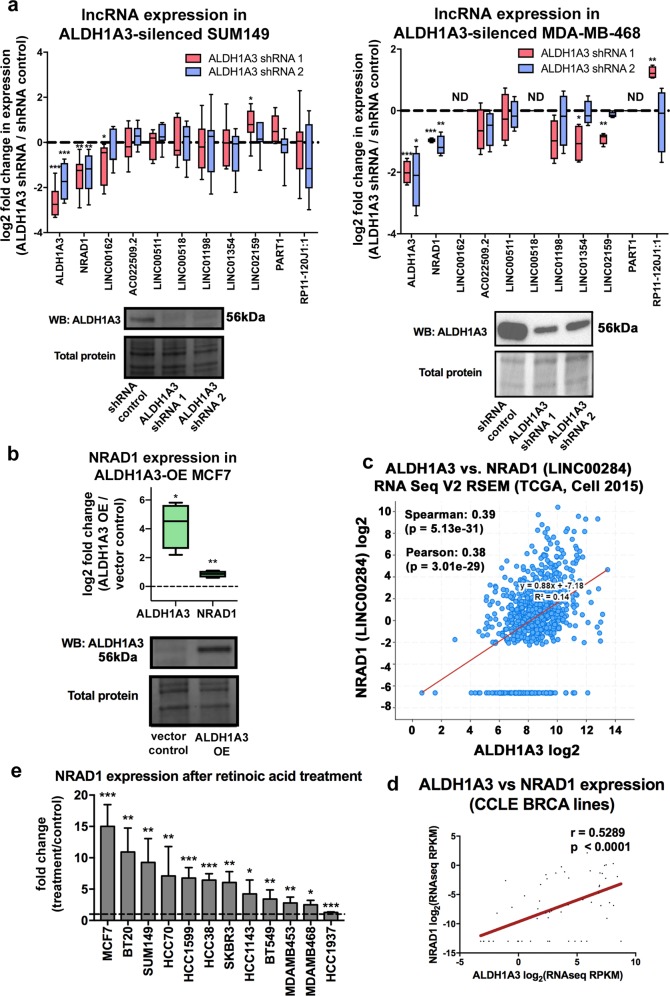
NRAD1 is regulated by ALDH1A3 and all-trans retinoic acid. a QPCR analysis of expression of NRAD1 and the other Aldefluor^high^-enriched lncRNA in SUM149 cells (*n* = 7) or MDA-MB-468 cells (*n* = 4) following knockdown of ALDH1A3 with two separate shRNAs. ND = not detected (levels below quantification threshold). **b** QPCR analysis of ALDH1A3 and NRAD1 levels following overexpression (OE) of ALDH1A3 in MCF7 cells (*n* = 4). **a, b** Transcript levels are shown normalized to reference genes PUM1 and ARF1 and then log2 fold change over control samples. Western blot confirming changes in ALDH1A3 levels is below, using total protein as a loading control (Supplemental Fig. 9 shows uncropped blots). **c** RNA-seq co-expression of NRAD1 and ALDH1A3 in the TCGA Cell 2015 dataset (all breast cancer patients) was retrieved using cBioportal. **d** RNA-seq co-expression of NRAD1 and ALDH1A3 in the Cancer Cell Line Encyclopedia (only breast cancer cell lines) was retrieved using the CCLE portal. **e** QPCR analysis of NRAD1 levels in a panel of cell lines treated with 100 nM retinoic acid for 24 h versus no treatment (*n* = 4). Significance was determined using a one-way ANOVA with Dunnett’s post-test (**a, e**), or a student’s *t*-test (**b**). **c, d**, Spearman and Pearson correlations are shown, and significance was determined using linear regression. All error bars represent standard deviation

### NRAD1 is nuclear localized and regulates expression of genes in common with ALDH1A3

Determining cellular localization is an informative first step for characterizing potential lncRNA functions [51]. Fractionation of MDA-MB-468 cells revealed that NRAD1 is predominately nuclear, like positive control nuclear-localized lncRNA NEAT1 [19], and in contrast to cytoplasmic-localized lncRNA DANCR [19] (Fig. 5a, Supplemental Fig. 7). 

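MDA-MB-468 is a basal-like, triple-negative breast cancer cell line in which NRAD1 is expressed. GapmeRs are modified antisense oligonucleotides that bind a chosen RNA and lead to its cleavage by RNase H. The cells were treated for 48 h with 15 nM of a negative control GapmeR or of GapmeR#4, which targets NRAD1. Total RNA from 3 control and 3 GapmeR#4 samples was measured on Affymetrix Human Gene 2.0 ST arrays, 1 array per sample. The submitters' labels call the samples biological replicates and do not say how the cultures were separated, so the p-values measure the spread between these samples. The authors processed the arrays with Affymetrix Expression Console and deposited 1 log2 signal per array for each of 53617 transcript clusters, the gene-level probe sets of this platform. The version and the normalization method are not given in the sources used here. The median log2 signal was 3.96, 3.98 and 3.99 on the control arrays and 3.96, 3.97 and 4.01 on the GapmeR#4 arrays. Pearson correlations over all transcript clusters were 0.988 to 0.990 between control arrays, 0.988 to 0.989 between GapmeR#4 arrays and 0.982 to 0.985 between the groups. The first principal component, with 36.4% of the variance, separated all control arrays from all GapmeR#4 arrays. Each transcript cluster was tested with limma's moderated linear model on the deposited log2 signals, with no filter, and p-values were adjusted by the Benjamini-Hochberg method over all transcript clusters. Changes are given as GapmeR#4 minus control GapmeR, so that a negative value is a decrease after knockdown. The folds in the paper's Supplemental File 2 run the other way, from control to GapmeR#4, and are positive for such genes. The platform annotation used here gives 1 gene symbol for 16098 transcript clusters, or 14884 different symbols, and none for the other 37519. Gene counts and gene lists use those symbols only. Single transcript clusters are also named from Supplemental File 2 where the annotation has no symbol, and ALDH1A3 has no named transcript cluster here. The number of arrays limits the precision of every value.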

Given that nuclear lncRNAs often function in gene expression regulation [51], we performed microarray transcriptome analysis of MDA-MB-468 cells with or without NRAD1 knockdown by GapmeR#4. We chose GapmeR#4 for the microarray transcriptome analyses as it was more effective than GapmeR#3 at silencing NRAD1 in MDA-MB-468 cells (Fig. 2a). This revealed 370 genes with decreased expression upon NRAD1 knockdown (i.e. NRAD1-upregulated genes) and 215 genes with increased expression (i.e. NRAD1-downregulated genes) (Fig. 5b, Supplemental File 2). 

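The targeted RNA, NRAD1 (transcript cluster 16774436), had a log2 signal of 3.43, 3.46 and 4.02 on the control arrays and 2.96, 2.99 and 2.90 on the GapmeR#4 arrays. Every GapmeR#4 array was below every control array (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The log2 change was -0.69 (standard error 0.17), with an adjusted p of 0.0908 from limma that does not pass 0.05. The control mean of 3.64 lies below the median signal of each array. The largest named increase was that of CCN3, listed by the paper under its older symbol NOV, a secreted matricellular protein. Its log2 signal was 4.46 ± 0.15 (SD, n = 3) in control cells and 7.37 ± 0.33 (SD, n = 3) after GapmeR#4, a log2 change of 2.92 (standard error 0.18, adjusted p = 0.00709 from limma). EVI2B followed with a log2 change of 2.73, then the U6 small nuclear RNA copy RNU6-781P with 2.71, ACTBL2 with 2.43 and CCDC68 with 2.42. LOC101927202, the minor spliceosome RNA RNU12, SHOC1, INHBA and ANKRD1 rose by 2.07 to 1.96. INHBA encodes the subunit of activin A, and ANKRD1 is a known target of YAP and TEAD transcription factors. The largest named decrease was that of LEMD1, from 6.04 ± 0.34 (SD, n = 3) to 3.75 ± 0.13 (SD, n = 3), a log2 change of -2.29 (standard error 0.18, adjusted p = 0.0071 from limma). KRCC1 had a log2 change of -2.28 and ERBIN, a scaffold protein that binds the receptor ERBB2, one of -2.01. SLFN5 (-1.95), LDAH (-1.85), the metalloreductase STEAP4 (-1.85), LOC102724897 (-1.77) and the ubiquitin ligase COP1 (-1.71) fell as well. They were followed by the peptide transporter SLC15A1 (-1.67) and the immune checkpoint ligand VTCN1 (-1.64). These 20 transcript clusters were picked by size among named ones with an adjusted p under 0.05 and groups that did not overlap. Their adjusted p-values lay between 0.00666 and 0.0211. CCDC68 had a control mean of 2.20, below the lower quartile of each array, EVI2B had one of 2.75, and LOC102724897 had a mean of 2.70 after GapmeR#4, so the sizes of these changes and their ranks are uncertain. ANKRD1, LOC101927202, RNU6-781P, ACTBL2 and SHOC1 also had control means below the median signal of each array (3.30 to 3.83). LEMD1 was below it after GapmeR#4, so some caution holds for these as well. In all, 760 transcript clusters were lower and 614 were higher at an adjusted p under 0.05 from limma, among them 384 and 225 named genes. At a change of more than 1.70-fold and an unadjusted p under 0.05 from limma, 272 named genes were lower and 146 were higher, or 646 and 687 transcript clusters with the unnamed ones. The groups did not overlap in 23% of all transcript clusters, where chance gives 10%. The paper's Supplemental File 2 lists 415 transcript clusters as lower and 284 as higher on these arrays, and each had the same direction here. Of these, 365 and 238 passed an adjusted p under 0.05 from limma, while the paper's own FDR for them runs from 0.119 to 0.445. The paper's p-values match a test paired by replicate number, and the limma test here is unpaired. With any 1 array left out, the transcript clusters at an adjusted p under 0.05 numbered 23 to 236 lower and 44 to 269 higher, fewest without control replicate 2. Of 97 transcript clusters that were picked by the rule for named genes and passed, 33 to 77 then no longer did. With the replicate number as a block in the model, 73 of the 97 no longer did. The methods' t-test left 4 lower and 8 higher after Benjamini-Hochberg adjustment.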

QPCR validation of a representative sampling of the microarray-identified genes confirmed their regulation by NRAD1 using both GapmeR#3 and #4 to decrease levels of NRAD1 in MDA-MB-468, SUM149, and MCF7 cells (Supplemental Fig. 8). The regulation of these selected genes by NRAD1 was more evident in MDA-MB-468 and SUM149 cells (Supplemental Fig. 8A, B) in comparison to MCF7 cells (Supplemental Fig. 8C). This may reflect the less pronounced effect targeting NRAD1 has on the cell growth and apoptosis of MCF7 cells compared to MDA-MB-468 and SUM149 cells (Fig. 2b, c). Gene ontology (GO) term enrichment analysis revealed that NRAD1 downregulates genes involved in developmental and differentiation processes, and upregulates genes involved in alpha amino acid metabolism and lipid metabolism (Fig. 5c, Supplemental File 2). This is consistent with the decreased cell viability and reduced spheroid-potential of cancer cells post knockdown of NRAD1 (Fig. 2).

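Lists of genes of amino acid breakdown and of fatty acid metabolism were shifted down after NRAD1 knockdown, and a list of developmental ligands was shifted up, by camera with a preset correlation between genes, and none of these calls held with an estimated correlation. The lists were set before the data were examined, but after the table of regulated genes in Supplemental File 2 had been seen, so they were not blind to these arrays. Of 32 measured genes of amino acid catabolism, 5 were lower and 1 was higher at an adjusted p under 0.05 from limma (8 lower and 3 higher when adjusted over the list alone). The lower genes included SRR, which makes D-serine, with a log2 change of -1.08 (standard error 0.12), and HIBADH, an enzyme of valine breakdown, with -0.92 (standard error 0.12). THNSL2 and CBS, the cystathionine beta-synthase, had log2 changes of -0.88 each. The gene that rose was KMO of tryptophan breakdown, with 0.85. The list had a median log2 change of -0.16 (adjusted p = 0.00861 from limma's camera, adjusted p = 0.259 with an estimated correlation). Of 16 genes of fatty acid oxidation, 3 fell and 1 rose (8 and 1 when adjusted over the list alone). The acyl-CoA synthetases ACSL5 and ACSL4 fell by 0.99 and 0.85 on the log2 scale and the carnitine acetyltransferase CRAT fell by 0.83, while the carnitine octanoyltransferase CROT rose by 1.02. The median of this list was -0.28 (adjusted p = 0.0392 from camera, adjusted p = 0.347 with an estimated correlation). Of 18 genes of fatty acid synthesis, THRSP, a regulator of lipogenesis, with a log2 change of -1.18, was the only member at an adjusted p under 0.05 from limma over all transcript clusters (3 lower and none higher when adjusted over the list alone). FASN, the fatty acid synthase, had a log2 change of -0.66 (adjusted p = 0.104 from limma), DGAT1 one of -0.63 (adjusted p = 0.07) and ACACA one of -0.31 (adjusted p = 0.143). The median was -0.19 (adjusted p = 0.00466 from camera, adjusted p = 0.259 with an estimated correlation). Cholesterol synthesis was not called as a list, with a median log2 change of -0.000283 over 17 genes, 9 lower and 8 higher (adjusted p = 0.628 from camera). Its member HMGCS1 rose by 1.03. Of 39 developmental ligands, 6 rose and 1 fell (8 and 4 when adjusted over the list alone). The rises were those of the adhesion protein FLRT3 (1.30), the morphogen BMP4 (0.98), the ephrin EFNB2 (0.97), the WNT antagonist DKK1 (0.96), the endothelin EDN1 (0.93) and the Notch ligand JAG1 (0.64), which was picked after its value was seen. The ephrin EFNA5 fell by 0.76. The median was 0.10 (adjusted p = 0.034 from camera, adjusted p = 0.259 with an estimated correlation). Of the genes the paper lists under its gene ontology terms, 20 of 23 of tissue development and 20 of 22 of cell development were higher at an adjusted p under 0.05 from limma. Of its genes of small molecule metabolism 38 of 45 were lower, of lipid metabolism 25 of 29 and of alpha amino acid catabolism 6 of 8. The paper chose these genes on the same arrays, so these counts are not independent evidence of their direction. With the replicate number as a block, no list member named here passed an adjusted p under 0.05 from limma, JAG1 left aside. The lowest was that of SRR (adjusted p = 0.0544 from limma). Of the lists above, amino acid catabolism and fatty acid oxidation missed the threshold among the brighter 50% of transcript clusters (adjusted p = 0.0592 and 0.0512), and fatty acid oxidation and developmental ligands missed it on the statistics of the methods' t-test (0.112 and 0.131). Fatty acid oxidation also missed it without control replicate 1 (0.0679) and without GapmeR#4 replicate 3 (0.0859), and the median of developmental ligands was 0.06 without control replicate 2, 0.18 without control replicate 3 and 0.15 without GapmeR#4 replicate 3.

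**Figure D1:**
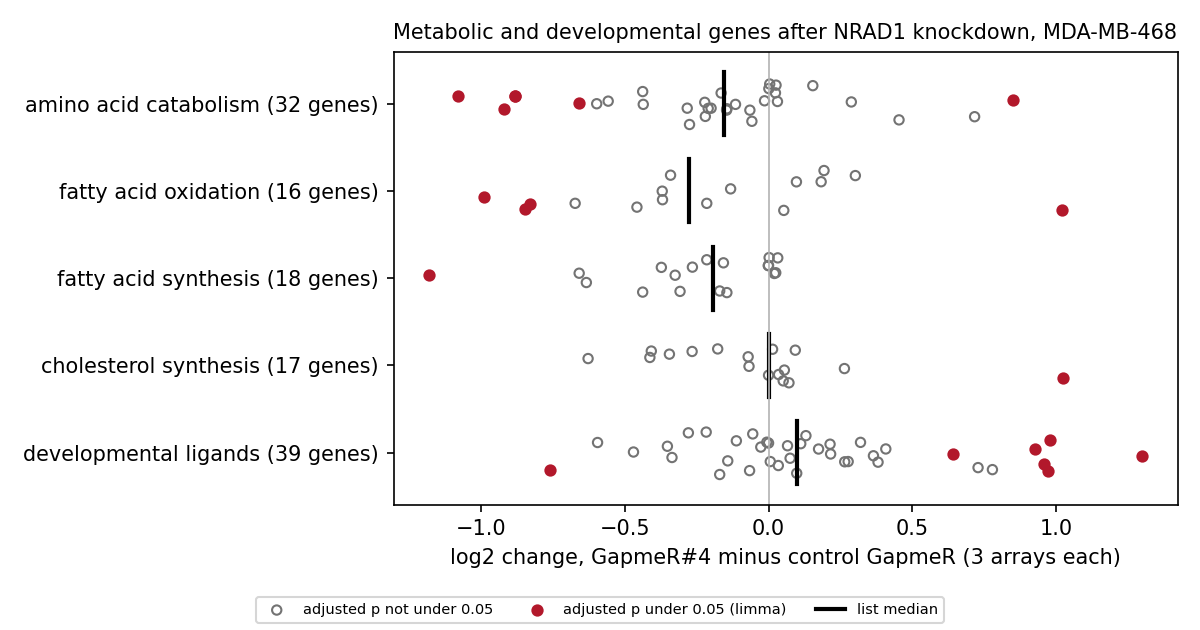
Log2 change of each measured gene (horizontal axis, GapmeR#4 minus control GapmeR, 3 arrays each) in 5 gene lists (rows, with the number of genes). Filled points have an adjusted p under 0.05 from limma, open points do not, and vertical bars mark list medians, which run from -0.28 for fatty acid oxidation to 0.10 for developmental ligands.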

**Fig. 5:**
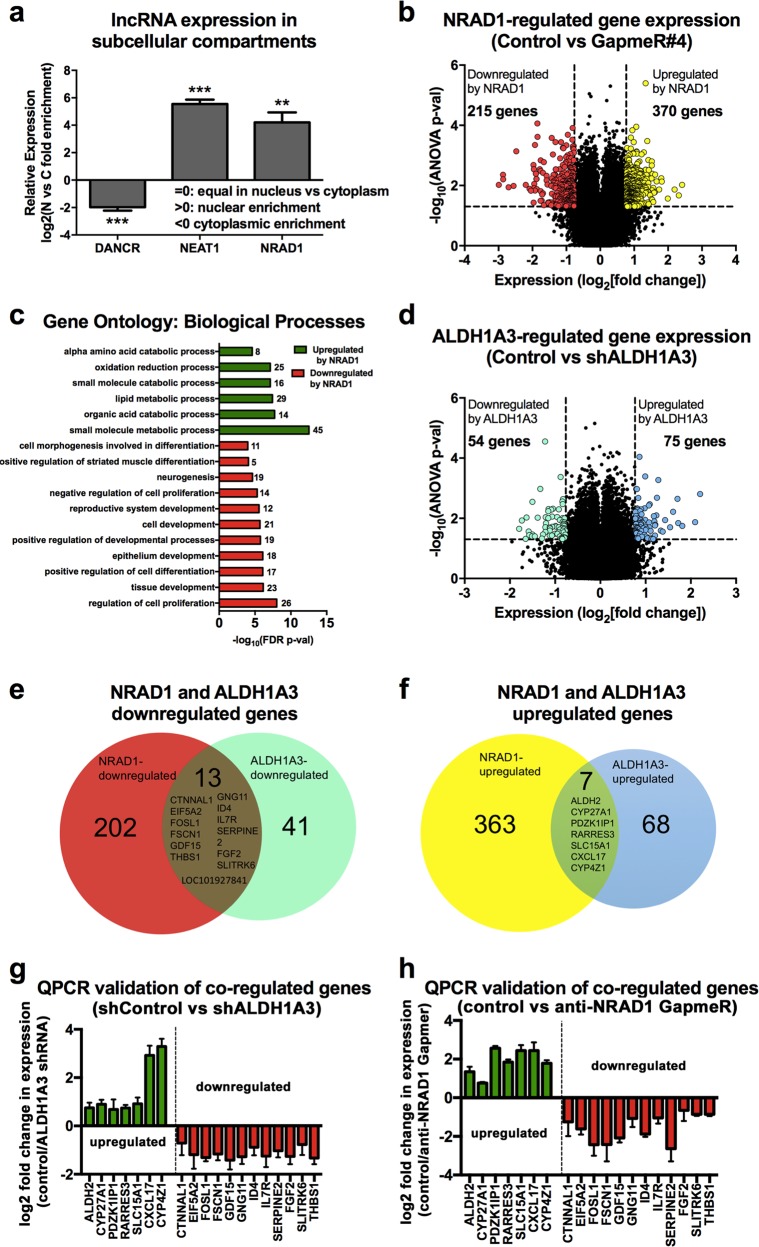
NRAD1 is predominately nuclear and regulates expression of genes, some of which are also regulated by ALDH1A3. **a** QPCR analysis of lncRNA DANCR, NEAT1, and NRAD1 abundance in nuclear and cytoplasmic fractions of MDA-MB-468 cells. Relative expression versus GAPDH is shown (*n* = 3). Significance was determined using student’s t-test, error bars represent standard deviation. **b**, **d** Genome-wide gene expression changes induced by NRAD1 knockdown (**b**, control GapmeR versus GapmeR#4-treated) or ALDH1A3 knockdown (**d**, shRNA control versus ALDH1A3 shRNA1) is quantified in MDA-MB-468 cells using the Affymetrix Human Gene 2.0 ST microarray platform (*n* = 3). The log_2_-fold change in expression is plotted versus the –log_10_(ANOVA p-val) of over 50,000 probes corresponding to 24,838 probesets covering 24,838 RefSeq (Entrez) genes. Only probes with a > 1.70-fold expression change and a p-value of >0.05 are indicated as colored dots. **c** Gene ontology (GO) terms analysis was performed on NRAD1 up- or downregulated genes using GSEA software. The most significant GO terms with high numbers of genes enriched in those pathways are shown. **e**, **f** Venn diagrams showing the number of genes downregulated (**e**) or upregulated (**f**) by NRAD1 and ALDH1A3, with the genes co-regulated by both in the center. **g**, **h** QPCR validation of the NRAD1 and ALDH1A3 co-regulated genes in MDA-MB-468 cells. Log2 fold change of transcript levels in ALDH1A3 shRNA2 versus control shRNA (**g**) or NRAD1-specific GapmeR#4 versus control GapmeR (**h**). Expression is normalized to reference genes PUM1 and ARF1 and represented as fold change over control cells (*n* = 4). Error bars represent standard deviation (n.d. = not detected)

Given that our analyses revealed that NRAD1 is a downstream target of ALDH1A3, we considered if its gene expression regulation contributes to the gene regulation associated with ALDH1A3 [26]. We analyzed our other MDA-MB-468 transcriptome data in which ALDH1A3 had been knocked down and applied the same cutoffs (Fig. 5d, Supplemental File 2). This revealed that a significant number of NRAD1-regulated genes are ALDH1A3-regulated genes (i.e., 24% of ALDH1A3-downregulated genes and 10% of the upregulated genes, Fig. 5e, f). These genes were validated by QPCR using a second ALDH1A3 shRNA (Fig. 5g) and with anti-NRAD1-GapmeR-treated cells (Fig. 5h). 

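The 7 genes named in Fig. 5f were lower on every GapmeR#4 array than on every control array, and the 13 genes named in Fig. 5e were higher. Among the former, 5 passed an adjusted p under 0.05 from limma. SLC15A1 is given with the largest decreases above, and PLAAT4, listed by the paper as RARRES3 and known to be induced by retinoic acid, had a log2 change of -1.31 (standard error 0.15). PDZK1IP1 fell by 1.00 on the log2 scale (standard error 0.13), the cytochrome P450 gene CYP4Z1 fell by 1.00 (standard error 0.19) and the chemokine CXCL17 fell by 0.91 (standard error 0.12). ALDH2, the mitochondrial aldehyde dehydrogenase, had a log2 change of -0.95 (adjusted p = 0.0573 from limma) and CYP27A1, a sterol hydroxylase, one of -0.70 (adjusted p = 0.0736). Among the 13 genes of Fig. 5e, 9 passed. The protease inhibitor SERPINE2 rose by 1.72 on the log2 scale (standard error 0.14), the AP-1 subunit FOSL1 by 1.52 (standard error 0.23), the interleukin receptor IL7R by 1.39 (standard error 0.20) and the translation factor EIF5A2 by 1.25 (standard error 0.13). SLITRK6, CTNNAL1, FSCN1, GDF15 and GNG11 rose by 1.18 to 0.81. LOC101927841 (log2 change 0.92, adjusted p = 0.105 from limma), THBS1 (0.86, adjusted p = 0.0948), ID4 (0.86, adjusted p = 0.0547) and FGF2 (0.73, adjusted p = 0.0648) did not pass. With the replicate number as a block, only SERPINE2, SLC15A1 and PLAAT4 of both panels still passed (adjusted p = 0.0441, 0.0441 and 0.048 from limma). The genes of both panels were chosen partly on the same arrays, so their direction is not independent evidence. The genes lower or higher at the paper's cutoffs were also set against the ALDH1A3 lists of Supplemental File 2, which come from other arrays of ALDH1A3 knockdown that were not analysed here. Of 39 genes of the ALDH1A3-upregulated list measured here, 8 (20.5%) were among the 272 lower genes (Fisher's exact test, 2-sided, p = 4.23e-07). They were ALDH2, CXCL17, KRTAP4-12, MAPK4, PDZK1IP1, PLAAT4, RARRES1 and S100A7, of which KRTAP4-12, MAPK4 and S100A7 were named after their values were seen. Of 23 genes of the ALDH1A3-downregulated list, 6 (26.1%) were among the 146 higher genes (Fisher's exact test, 2-sided, p = 7.07e-08). They were EIF5A2, EREG, FOSL1, GDF15, IL7R and THBS1. Without GapmeR#4 replicate 3, 4 genes of the ALDH1A3-upregulated list (10.3%) were shared (Fisher's exact test, p = 0.00308), and with Tukey biweight averages 5 (12.8%) were (Fisher's exact test, p = 0.000751).

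**Figure D2:**
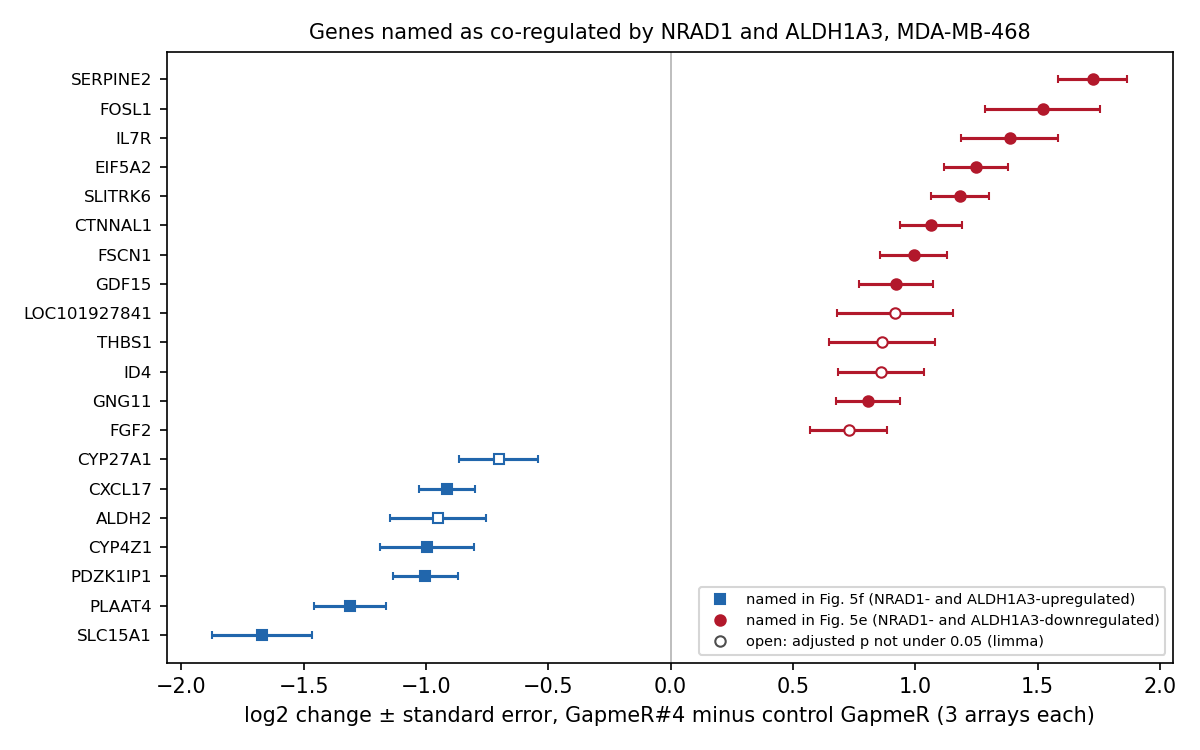
Log2 change with its standard error (horizontal axis, GapmeR#4 minus control GapmeR, 3 arrays each) of the genes named in Fig. 5e (circles) and Fig. 5f (squares), ordered by size. Open symbols did not pass an adjusted p under 0.05 from limma, and the values run from -1.67 for SLC15A1 to 1.72 for SERPINE2.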

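The overlap expected from lists drawn independently was computed from the genes that could be called and matched, the 14884 named genes. With 272 lower genes, 0.713 of the 39 measured genes of the ALDH1A3-upregulated list would be shared, or 1.83%. With 146 higher genes, 0.226 of the 23 measured genes of the ALDH1A3-downregulated list would be shared, or 0.981%. Taken over the full lists, a choice made after the data were seen, these expected overlaps make 0.963% and 0.426%. The observed overlaps had odds ratios of 14.2 (95% confidence interval 5.6 to 32.1) and 37 (95% confidence interval 11.8 to 100), respectively. Against a background of the brighter 50% of transcript clusters, the odds ratios were 9.58 and 31.6. The annotation names 39 of the 74 genes of the ALDH1A3-upregulated list and 23 of the 53 of the ALDH1A3-downregulated list, so the lists were matched again by transcript cluster, a choice made after the data were seen. Over all 53617 transcript clusters, 11 of 85 of the ALDH1A3-upregulated list (12.9%, 1.2% expected) were then lower, and 18 of 71 of the ALDH1A3-downregulated list (25.4%, 1.28% expected) were higher (Fisher's exact test, 2-sided, p = 6.8e-09 and 1.15e-18). Fisher's exact test treats genes or transcript clusters as independent. Its p-values and intervals, here and above, therefore do not measure the spread between samples.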

Random probability would predict less than 1% gene overlap between the two datasets. This suggests that ALDH1A3 and NRAD1 effects in gene expression are related, and that induction of NRAD1 is a novel mechanism by which ALDH1A3 mediates gene expression changes.

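The lists were also taken whole and not only at the cutoffs, for the genes measured here under a symbol. Most of those that fall after ALDH1A3 knockdown had a negative log2 change after NRAD1 knockdown, and most that rise had a positive one. Of 39 genes of the ALDH1A3-upregulated list, 33 had a negative log2 change, and the median was -0.39. At an adjusted p under 0.05 from limma, 6 were lower and 1 was higher (19 and 1 when adjusted over the list alone). The lower ones included EGR1, an immediate early transcription factor that fell by 0.68 on the log2 scale, and RARRES1, a gene induced by retinoic acid that is among those shared above, which fell by 0.87. Of 23 genes of the ALDH1A3-downregulated list, 16 had a positive log2 change, and the median was 0.24 (0.15 without control replicate 1). Of these, 5 were higher and 2 were lower at an adjusted p under 0.05 (10 and 4 when adjusted over the list alone). EREG, which encodes the growth factor epiregulin, rose by 0.77, while LOC100507412 fell by 0.67. Both lists passed limma's camera test against all other named genes (adjusted p = 2.35e-07 and 0.0107). With a correlation between genes estimated from these arrays, neither did (adjusted p = 0.259 and adjusted p = 0.377 with an estimated correlation). From the shared genes, and from the small overlap that random probability would give, the paper proposes that the effects of ALDH1A3 and NRAD1 on gene expression are related, with NRAD1 induced by ALDH1A3 as the link. The paper also reports lower NRAD1 after ALDH1A3 knockdown and higher NRAD1 after ALDH1A3 overexpression or retinoic acid. It measured the shared genes by quantitative PCR as well.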

### Genomic occupancy of NRAD1 is enriched among NRAD1-regulated genes

Nuclear lncRNAs like NRAD1 (Fig. 5a) often regulate gene expression through chromatin interaction [51]. We performed chromatin isolation by RNA purification (ChIRP) assays in MDA-MB-468 cells to retrieve chromatin bound to NRAD1. We confirmed that only biotinylated probes specific to NRAD1, and not LacZ control, enriched NRAD1 and not non-specific transcript GAPDH (Fig. 6a). Interestingly, analysis of the retrieved DNA fragments by deep sequencing (ChIRP-seq) revealed enriched NRAD1 chromatin interactions among protein-coding genes (Fig. 6b). NRAD1 chromatin interactions were genome wide, and in genic regions, it was particularly abundant among intronic regions (Fig. 6c, Supplemental File 3). Unlike the reference genome in which most genes do not have NRAD1 occupancy, most of the NRAD1-regulated genes (369 of the 585 genes identified in Fig. 5b) had NRAD1 chromatin interactions (Fig. 6d, Supplemental File 3). The enrichment of NRAD1 chromatin binding among the genes it regulates is highly suggestive of its chromatin binding having functional consequences on gene expression. Among the genes regulated by NRAD1, showing the most chromatin binding was transcription factor MEF2C (myocyte transcription enhancer factor 2C, Fig. 6e). It is foreseeable that induction of transcription factors like MEF2C by NRAD1 could lead to the regulation of other genes and may explain the regulation of some of the NRAD1-regulated genes that lack chromatin interactions with the lncRNA (Fig. 6d).

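MEF2C was lower after GapmeR#4 on the arrays. Its log2 signal (transcript cluster 16997953) was 4.82 ± 0.23 (SD, n = 3) in control cells and 3.81 ± 0.16 (SD, n = 3) after GapmeR#4, a log2 change of -1.01 (standard error 0.15, adjusted p = 0.024 from limma). A second MEF2C transcript cluster (16987078), with a control mean of 2.31 below the lower quartile of each array, had a log2 change of -0.11 (adjusted p = 0.797). All 31 genes labelled in Fig. 6e had groups that did not overlap, 14 lower and 17 higher after GapmeR#4. Of the lower ones 13 and of the higher ones 15 passed an adjusted p under 0.05 from limma. The paper chose these genes, MEF2C among them, partly on the same arrays, so these counts are not independent evidence of their direction. Besides genes given with the largest changes above, the lower ones included TBC1D5, a regulator of RAB7 in membrane traffic, with a log2 change of -1.44 (standard error 0.12), and the histone demethylase KDM4C with -1.38 (standard error 0.10). AIG1 fell by 1.14, the proteoglycan GPC6 by 1.03, NBEA by 0.88, the zinc transporter SLC39A11 by 0.88 and CHODL by 0.87. Among the higher ones, DHRS2 rose by 1.42 (standard error 0.15), LYPD1 by 1.39 (standard error 0.12) and the Notch ligand DNER, with a low control mean of 2.93, by 1.34 (standard error 0.23). CRISPLD2 rose by 1.00, the transcription factor SIM1 by 0.97 and SHISA2 by 0.77. ALDH2, THBS1 and FGF2, the remaining ones, did not pass. The decrease of MEF2C did not pass with any 1 array left out (log2 change -1.1 to -0.88, adjusted p = 0.0541 to 0.0914 from limma) or on the methods' t-test (adjusted p = 0.114). Nor did it pass with the replicate number as a block (adjusted p = 0.0875 from limma). Of the 31 genes, only CCDC68, CCN3, EVI2B, KDM4C, LYPD1, SERPINE2, SHOC1, SLFN5, STEAP4 and TBC1D5 still passed with that block. Their adjusted p-values from limma were then 0.0441 to 0.0481. The chromatin-binding data of the paper were not analysed here.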

**Fig. 6:**
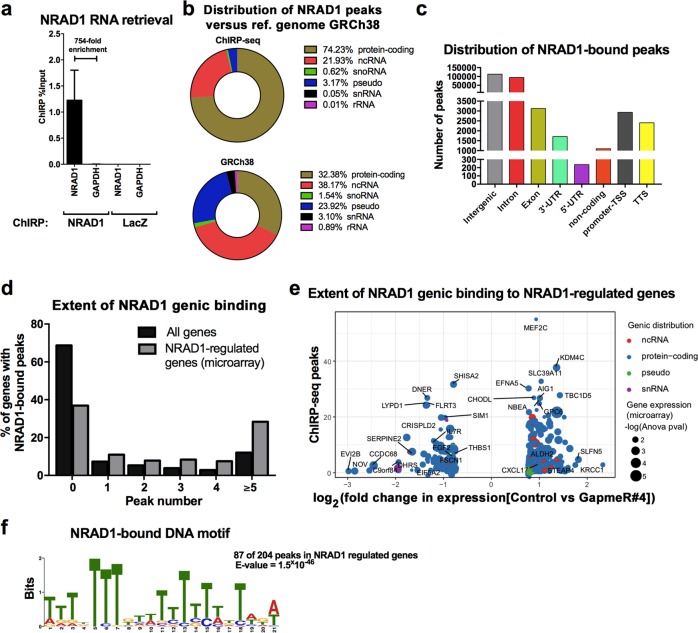
NRAD1-regulated genes have enriched chromatin interactions with the lncRNA. **a** QPCR on the biotinylated probe-bound fraction confirms that the ChIRP assay successfully enriches NRAD1 RNA transcripts over input, versus a GAPDH negative control or LacZ-ChiRP. Error bars represent standard error. **b** In comparison to reference genome hg38, NRAD1 chromatin binding is enriched in protein-coding genes. **c** ChIRP-seq analysis shows the distribution of NRAD1-bound peaks in genic regions. **d** The percentage of genes that have NRAD1 genomic peaks identified by ChiRP-seq in the reference genome (hg38) to the 585 NRAD1-regulated genes identified by microarray. **e** The 369 NRAD1-regulated genes (identified in the microarray, Fig. 5, >1.70-fold expression change and a p-value of >0.05) that have NRAD1 chromatin binding, were plotted according to the log_2_ fold change in expression versus the number of NRAD1-bound peaks. The –log_10_(ANOVA p-value) from the gene expression microarray data indicated by circle size. **f** MEME analysis reveals the motif consensus sequence associated with NRAD1 genomic interactions identified by ChiRP-Seq

To identify genomic motifs enriched for NRAD1 binding, we assessed the 369 NRAD1-regulated genes with NRAD1 chromatin interactions for conserved motifs using MEME analysis software [47]. We isolated the sequences with a total peak length of 400 bp (+/− 200 base pairs around the peak summit) and sorted by peak fold-enrichment. This revealed 204 peak sequences that were submitted to MEME analysis, revealing a number of highly conserved NRAD1-bound motifs throughout NRAD1-regulated genes. Of note, 87 of the 204 peaks contained a 21 bp T-rich motif (Fig. 6f), which was present in intronic regions. Together, this comparative analysis of the ChIRP-seq and microarray gene expression data suggests that chromatin interactions with NRAD1 leads to direct gene expression regulation by the lncRNA through conserved genic motifs.

## Discussion

Our screening of lncRNAs led to the identification of TNBC/basal-like/CSC-enriched NRAD1 as a new mediator of cell survival within these tumors and cancer cells. Functional characterization revealed that NRAD1 is nuclear localized and binds chromatin leading to changes in gene expression. Targeting the lncRNA with antisense oligonucleotides reduced TNBC tumor growth and the cells within these tumors that have CSC characteristics [20]. NRAD1, therefore, joins a shortlist of lncRNAs that have been described as functionally associated with CSCs. For example, lncRNAs HOTAIR, MALAT-1, linc-ROR, lncRNA-Hh, lincRNA-21, LINC00617, and HULC in the putative CSCs of cell lines increased self-renewal and tumorigenicity [52–59]. The lncRNA TUG1 is upregulated in glioblastoma CSCs and promotes their self-renewal by sponging miR-145 and recruiting polycomb repressive complex 2 (PRC2) to repress genes required for differentiation [60]. NRAD1 is unique among this list in that its expression is regulated by CSC marker ALDH1A3, and hence, it is intimately tied to CSC populations.

ALDH1A3 is the primary contributor of the Aldefluor^high^ activity that defines the CSCs of multiple cancers, is associated with poor prognosis, actively promotes tumor growth, invasion, and metastasis, contributes to chemoresistance in multiple cancers, and has been proposed as a therapeutic target [23, 25, 27–31, 36, 61–70]. ALDH1A3’s tumor-promoting activities are in part mediated by its generation of retinoic acid and subsequent gene expression changes; [27, 71] however, it is unclear which are ALDH1A3’s key downstream oncogenic effectors. Identifying these effectors would delineate the mechanism of ALDH1A3 in cancer. Furthermore, since ALDH1A3 has physiological functions, targeting its key downstream cancer-specific effectors may be better tolerated than targeting ALDH1A3 directly. The data presented here suggest that ALDH1A3/retinoic acid-induced NRAD1 is one of these key oncogenic targetable factors. With recent FDA approval of antisense oligonucleotides for the treatment of neurodegenerative disorders [22], targeting NRAD1 with antisense oligonucleotides for the treatment of TNBC and the reduction of CSCs is a possibility.

Our analyses also revealed that NRAD1 is predominately nuclear and has genomic interactions. Although not all genomic interactions are functional, the enrichment of chromatin interactions among NRAD1-regulated genes suggests that the genomic occupancy of the lncRNA has functional consequence. Among genic regions, the NRAD1 interactions are most common in intronic regions, suggesting the presence of regulatory regions in the introns. Future experiments will reveal if NRAD1 chromatin binding alters chromatin structure and the full importance of NRAD1 in gene regulation, particularly with respect to TNBC/basal-like breast cancers and CSCs where it is most abundant and contributes to cancer cell survival and tumor growth.

## Supplementary information

Supplemental Figures and Tables

Supplemental File 1

Supplemental File 2

Supplemental File 3

How the deposited data were processed for this re-analysis (not part of the article)

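RNA from MDA-MB-468 cells treated for 48 h with 15 nM control GapmeR (3 samples) or GapmeR#4 (3 samples) was measured on Affymetrix Human Gene 2.0 ST arrays. The authors processed the arrays with Affymetrix Expression Console, and the values are log2 signals of 53617 transcript clusters. Neither the version nor the normalization is given in the sources used here. The quartiles of the 6 arrays are nearly equal. The signals were used as deposited. Samples were grouped by the labels of the submitters, and the number of arrays limits the precision.

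All transcript clusters were tested with limma 3.58.1 in R 4.3.3 (a linear model of 2 groups with moderated variances, 2-sided), and p-values were adjusted by the Benjamini-Hochberg method. The paper's cutoffs are a change of more than 1.70-fold and a p of 0.05, and here the fold came from the difference of the group means and the p from limma without adjustment. Genes were counted once by the symbol of the platform annotation. Another 330 transcript clusters are named only by the paper's Supplemental File 2, and these names were used for single transcript clusters alone. For NRAD1 an exact permutation test of the group labels was added.

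Gene lists were tested with limma's camera against all other named genes, on the brightest transcript cluster of each gene, with a preset correlation between genes of 0.01. Of 36 lists, 27 had at least 5 measured genes and were tested, with Benjamini-Hochberg adjustment over these. At an adjusted p under 0.05, 14 were called. With a correlation estimated for each list, none of the calls held (camera, 3 lists at an unadjusted p under 0.05). limma's fry, which tests whether the genes of a list move on balance in 1 direction and does not compare them with other genes, gave an FDR under 0.05 for 19 lists, all 14 among them, and its mixed test, for changes in either direction, for 25. The lists were written by hand apart from the ALDH1A3 lists, which come from Supplemental File 2, and the list of lncRNAs of triple-negative tumors, which comes from the paper. Values of these arrays in Supplemental File 2 had been seen when the lists were fixed. Overlaps were tested with Fisher's exact test, 2-sided, over the 14884 named genes. It treats genes as independent of each other.

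The rule for named genes covers NRAD1, MEF2C and ALDH1A3, those named in Fig. 5e and 5f or labelled in Fig. 6e, the 10 largest increases and the 10 largest decreases that passed limma and had groups that did not overlap, and the 4 members of each called list, or 2 of each other list, with the smallest p-values from limma, and the reference genes of quantitative PCR. Not all of these genes are named in the text, and some stand in Supplemental File 2, whose values had been seen. Genes outside this rule are said to be chosen after their values were seen.

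The methods were tested on simulated data of the same size. Of 100 transcript clusters changed 1.7-fold, limma recovered 27%, and of 100 changed 2.83-fold, 77%, all in the right direction, with 6 unchanged ones called. The plain test recovered 8% and 22%. Of 101 simulated lists of 30 genes, camera called the 1 list shifted by 0.3 on the log2 scale and 0 of the others. The genes were simulated as independent, so this does not show how camera with the preset correlation behaves on correlated genes.

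Alternatives were the brighter 50% of transcript clusters, limma with an intensity trend and robust prior, the methods' t-test (1-way ANOVA), quantile normalization, centring each array on its median, the replicate number as a block, array weights, and leaving out each array in turn. The methods' t-test is unpaired here, unlike the test that the p-values of Supplemental File 2 match. For single results, Tukey biweight averages, a 2-fold cutoff, counting transcript clusters, an estimated correlation, the mean over the transcript clusters of a gene, and another background were also tried. Matching the ALDH1A3 lists by transcript cluster, taking shares over the full lists, taking names also from Supplemental File 2, and a paired plain test with Tukey biweight averages were added after the data were seen. The chromatin-binding data, the ALDH1A3 knockdown arrays and the quantitative PCR of the paper were not analysed here. Positions on the genome are not given, since the genome build of the arrays is not given in the sources used here.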

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

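The tests of cell cycle genes and of small Cajal body RNAs were chosen only after the result was seen. The paper does not discuss the lists below, and each was called by camera with a preset correlation and not with an estimated one (adjusted p = 0.259, and 0.38 for the AP-1 and ERK response).

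Of 30 measured genes of ribosome biogenesis, 6 were higher and none was lower at an adjusted p under 0.05 from limma (18 higher when adjusted over the list alone), with a median log2 change of 0.369 (adjusted p = 6.07e-08 from camera). RPP40 of RNase P rose by 0.91, WDR3 by 0.79, NIFK by 0.72 and NIP7 by 0.56. Against a shift between the groups that follows signal strength, this median stood at percentile 100 of 10000 random lists matched on signal, which treat genes as independent. Against more cells in cycle, the median of 40 cell cycle genes was 0.0576 (95% bootstrap interval -0.0523 to 0.136), below 50% of the ribosome biogenesis median (0.184). The interval resamples genes as independent and takes the ribosome biogenesis median as fixed, so it does not measure the spread between arrays. An effect of NRAD1 loss and an effect of GapmeR#4 on other RNAs stay open, since a single NRAD1 GapmeR was used on the arrays.

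Of 23 small Cajal body RNAs, which guide the modification of small nuclear RNAs, 19 were higher, with a median log2 change of 0.293 (adjusted p = 9.77e-04 from camera), and SCARNA17 (0.58) passed an adjusted p under 0.05 from limma (2 higher and 1 lower when adjusted over the list alone). SCARNA3 went the other way, with a log2 change of -1.60 (adjusted p = 0.0668 from limma). The paper's Supplemental File 2 also names 30 transcript clusters of small nuclear RNAs or copies of them, chosen on these arrays, 28 with distinct values. Of these 28, 22 were higher and 6 were lower here, with a median of 1.25. At an adjusted p under 0.05 from limma, 18 were higher and 2 were lower. All 13 with a control mean above every array's median were higher at that threshold. Many of the 30 carry names of copies or variants of the same few RNAs, so they need not be separate evidence. A larger share of small nuclear RNA in the GapmeR#4 preparations predicts that the Cajal body RNAs, which are not among these 30, rise too, and their median of 0.293 is consistent with it, while dim clusters, among them the 2 lower ones (control means 2.72 and 2.48) and some higher ones, decide little either way. A change of these RNAs in the cells stays open, as does an effect of GapmeR#4 apart from NRAD1.

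Of 491 ZNF zinc finger genes, 28 were higher and 5 were lower (89 and 15 when adjusted over the list alone), among them ZNF404 (1.43), ZNF165 (1.19), ZNF432 (1.10) and ZNF76 (-0.90), with a median log2 change of 0.114 (adjusted p = 1.2e-05 from camera). Of 35 interferon-stimulated genes, 7 were higher and none was lower (9 and 2 when adjusted over the list alone), with a median of 0.142 (adjusted p = 0.00597 from camera), and one of 0.0849 without control replicate 1 and 0.0778 without GapmeR#4 replicate 1, with CXCL11 (1.43), HERC5 (1.26), IFITM2 (0.78) and CXCL9 (1.78, of uncertain size at a control mean of 2.73 near the lower quartile of the arrays) among them. Of 15 genes of TGF-beta and BMP signaling, BMP4 and GDF15 were higher (4 when adjusted over the list alone), NOG had a log2 change of 0.46 (adjusted p = 0.0977 from limma), and the median was 0.197 (adjusted p = 0.0152 from camera), or 0.111 without control replicate 1. Of 23 genes of the AP-1 and ERK response, 6 were higher and 2 were lower (9 and 3 when adjusted over the list alone), among them EPGN (1.32) and UPP1 (1.08), with a median of 0.166 (adjusted p = 0.0168 from camera), which missed the threshold without control replicate 3 (0.105, adjusted p = 0.11), without GapmeR#4 replicate 3 (0.0733, adjusted p = 0.0589) and with the methods' t-test (adjusted p = 0.0593).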

How the results depend on the processing

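No called result reversed its direction under the alternatives that gave it a value. The transcript clusters lower at adjusted p under 0.05 numbered 760, and the transcript clusters higher at adjusted p under 0.05 numbered 614. These counts were 1466 and 1282 among the brighter 50%, where fewer were tested, 1273 and 1176 with a trend and robust prior, 4 and 8 with the methods' t-test, and 23 to 236 and 44 to 269 in leave-one-out, each array changing them by more than 1.5 times. They stayed within 1.5 times under quantile normalization, median centring and array weights. The genes lower at the cutoffs of the paper numbered 272, and the genes higher at the cutoffs of the paper numbered 146. At 2-fold they numbered 86 and 55. The transcript clusters lower at the cutoffs of the paper numbered 646, and the transcript clusters higher at the cutoffs of the paper numbered 687. At 2-fold they numbered 244 and 314. Leave-one-out gave 232 to 313 and 129 to 195 genes. Chosen after the data were seen, names also from Supplemental File 2 gave 239 higher genes, and the paired plain test with Tukey biweight averages 406 higher transcript clusters. MEF2C (log2 change -1.01) missed the threshold with the methods' t-test (-1.01, adjusted p = 0.114) and in leave-one-out (-1.1 to -0.883, adjusted p = 0.0541 to 0.0914 from limma). Of the 14 lists called, 0 passed with an estimated correlation (the ALDH1A3 lists at -0.388, p = 0.259, and 0.242, p = 0.377), 12 among the brighter 50%, 11 with the methods' t-test and 12 to 14 in leave-one-out. The overlaps with the ALDH1A3 lists passed under every alternative that matched genes by symbol (4 to 8 genes each) and when matched by transcript cluster (11 and 18). Of 97 transcript clusters that were picked by the rule for named genes and passed, 96 no longer did with the methods' t-test and 33 to 77 in leave-one-out. The cause was not tested except where given. NRAD1 has no value among the brighter 50%, and signal near background limits what can be seen for it and other dim transcripts. The 6 arrays make 10 splits of 3 against 3, too few for a share under 0.05. The real split and the highest other gave 1374 and 0 transcript clusters at an adjusted p under 0.05, 418 and 16 genes at the paper's cutoffs, 14 and 6 lists, and 14 and 1 shared genes, so that 1 split, the real one, reached each value. Each other split mixes both treatments in each group, so a difference between treatments widens its spread and lowers its counts. These counts are therefore not a level for arrays without a treatment difference.

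With the replicate number as a block, 35 transcript clusters were lower and 55 were higher, 73 of the 97 no longer passed, and MEF2C stood at -1.01 (adjusted p = 0.0875 from limma). The deviations of samples with the same number from their group means had correlations across transcript clusters of -0.0645, -0.00476 and -0.0179. No sample correlated best with its own number (control replicate 3, for example, with GapmeR#4 replicate 1, 0.0577). These correlations give no hint of pairing but do not exclude it. The p-values of Supplemental File 2 match a test paired by these numbers, while the sources used here do not say whether a number marks a shared day or culture.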

Differences from the paper's values

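The paper's Supplemental File 2 lists 415 transcript clusters as lower after GapmeR#4 at its cutoffs, and 646 were lower here. Of the alternatives set before the data were examined, the brighter 50% of transcript clusters (492) and the methods' t-test (554) came within 1.5 times of the paper's count, and the others (645 to 765) did not. The paper lists 284 as higher and 687 were higher here, and none of the alternatives set before the data were examined came within 1.5 times (517 to 947). The paired plain test with Tukey biweight averages, chosen after seeing the values, gave 440 lower and 406 higher, both within 1.5 times of the paper's counts, and drops 3 of the paper's 415 and 4 of its 284. The p-values of the paper's table match this paired test over its 699 transcript clusters (largest difference 4.58e-06) and not the test without pairing (largest difference 0.159, median 0.0111).

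The paper gives the share of ALDH1A3-upregulated genes that are also NRAD1-upregulated as 10%, and it was 20.5% here. The value here is over the 39 genes of the list measured under a symbol, out of 74, and is not a like share. The paper's share is of the ALDH1A3-regulated genes, and its own tables share 7 of 74 names (9.46%), and 13 of 53 (24.5%) for the ALDH1A3-downregulated list. Over the full lists, a choice made after seeing the values, the same shared genes make 10.8% of the ALDH1A3-upregulated list, and 11.3% of the ALDH1A3-downregulated list beside the paper's 24%, and as genes without a symbol cannot be counted these shares are lower limits. Of the alternatives set before the data were examined, leaving out GapmeR#4 replicate 3 (10.3%) and Tukey biweight averages (12.8%) came within 1.5 times, and the others (15.4% to 20.5%) did not. Matching by transcript cluster (12.9%) and the paired plain test with Tukey biweight averages (10.3%), chosen after seeing the values, also did.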

Other observations

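The test of overlaps in the opposite direction was chosen only after the result was seen. The ATF4 amino acid response was shifted down after GapmeR#4 by camera with a preset correlation and not with an estimated one. Of 29 measured, 4 were lower and none was higher at an adjusted p under 0.05 from limma (9 and 1 when adjusted over the list alone). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, fell by 0.94 on the log2 scale, CBS by 0.88, AARS1 by 0.82 and VLDLR by 0.65, and the median was -0.225 (adjusted p = 2e-04 from camera, adjusted p = 0.32 with an estimated correlation). The same holds for luminal epithelial markers. Of 20 measured, 3 were lower and none was higher (9 and 1 when adjusted over the list alone), with the tight junction gene CLDN4 at -1.06, the luminal transcription factor ELF5 at -0.89 and AGR2 at -0.62, and the median was -0.285 (adjusted p = 2e-04 from camera, adjusted p = 0.259 with an estimated correlation). SPDEF had a log2 change of -0.70 (adjusted p = 0.0542 from limma).

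The other 13 lists tested, cholesterol synthesis included, were not called by camera, with all arrays or with any 1 left out, and leaving out 1 array moved the medians of 10 of them by more than 1.5 times or past 0. Stemness markers (19 genes) had a median log2 change of 0.0874 (adjusted p = 0.0987), genes of the retinoic acid pathway (8) one of -0.246 (adjusted p = 0.152), of the unfolded protein response (6) one of -0.175 (adjusted p = 0.2) and the lncRNAs of triple-negative tumors (16) one of -0.0545 (adjusted p = 0.246). Markers of ER-positive luminal lines (8) had a median of -0.111 (adjusted p = 0.246), YAP and TEAD targets (12) one of 0.11 (adjusted p = 0.313), apoptosis regulators (22) one of -0.0716 (adjusted p = 0.313) and cell cycle genes (40) an adjusted p of 0.321. MicroRNA genes (1053) had a median of 0.0239 (adjusted p = 0.431), p53 targets (14) one of 0.0131 (adjusted p = 0.514) and NF-kappaB targets (10) one of 0.0238 (adjusted p = 0.642). Basal and mesenchymal markers (14) had a median of -0.0245 and a mean of 0.0513, which differ in sign (adjusted p = 0.689). Lists with fewer than 5 measured genes were not tested, and none of their genes passed limma. They held 1 aldehyde dehydrogenase, 3 haematopoietic, 2 fibroblast and 3 endothelial markers, 3 reference genes of quantitative PCR (median -0.0239) and 1 histone gene (0.0937), and no named spliceosomal small nuclear RNA, 5S rRNA or mitochondrially encoded gene.

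The ALDH1A3-upregulated list was shifted down after GapmeR#4 by camera with a preset correlation and not with an estimated one (adjusted p = 0.259). Against a shift between the groups that follows signal strength, the median of the list stood at percentile 0 of 10000 random lists matched on signal, which treat genes as independent. Against genes that vary easily in this line in whichever direction, 5 transcript clusters were shared with the ALDH1A3 lists in the opposite direction and 29 in the same direction (Fisher's exact test, p = 4.81e-05). This test treats transcript clusters as independent. A change common to both knockdowns, whatever its origin, would also give the same direction, so the count does not bear on it. An effect of NRAD1 loss and an effect of GapmeR#4 on other RNAs stay open for the list as a whole. For a sample of genes from the arrays, the paper reports regulation by quantitative PCR with a second NRAD1 GapmeR as well as GapmeR#4. Those measurements were not analysed here.

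A hypothesis set before the result was seen was that loss of NRAD1 changes its neighbouring genes by more than 1.70-fold. Of 10 neighbours on each side in the GRCh38.p14 annotation, 5 were measured under their names, and none passed an adjusted p under 0.05 from limma. LACC1 had a log2 change of 0.35 and CCDC122 one of -0.49 (adjusted p = 0.262 and 0.164). The farthest bound of their 95% intervals, that of CCDC122, lies 0.843 from 0, past 1.70-fold, so the test does not decide. The intervals of the other measured neighbours lie inside 1.70-fold.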
